A study of Mus musculus with 9 samples. Its data were reported in "Aberrant histone acetylation and dysregulated synaptic plasticity in cognitive impairment induced by a high-methionine diet" (2025).

How the data were processed

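Total RNA of the mouse hippocampus was sequenced in 9 samples, which GEO's labels place in 3 groups of 3. Per the study's methods, the authors depleted ribosomal RNA, prepared stranded paired-end libraries, aligned the reads with HISAT2 and counted them per gene with featureCounts. The study describes Con and HMD mice and no Bet+HMD mice. Whether its methods also hold for the Bet+HMD libraries is therefore not known. The study's methods state no release of the genome. Of the 54532 genes listed in each table, 54409 had an identifier in GENCODE M21 on GRCm38, and 98.3% of these had the same chromosome, start and end. Coordinates are therefore given as the deposited tables give them, on GRCm38. Whether the counting used the strand is not stated, so antisense and overlapping genes are reported as uncertain.

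The authors deposited gene expression as FPKM, fragments scaled to gene length and library size, in 2 tables. The earlier table held the Con and HMD samples, and the later one held these 6 samples again together with the Bet+HMD samples. The deposited tables also gave each gene's length in bases (another unit, used without change), its position and its biotype. Multiplying an FPKM value by the gene length and by the library size of the column gave a whole number of reads for 100% of the values in every column, so the depth of each library was known. The library size that the authors divided by was scaled. Its ratio to the sum of reads ran from 0.967 to 1.053 in the earlier table and from 0.953 to 1.049 in the later one. The 6 shared samples were not the same values in both tables, since each had between 0.312% and 5.49% fewer reads in the later one. Tests were therefore made within a table only. HMD was compared with Con in the earlier table, and Bet+HMD was compared with HMD and with Con in the later one.

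The sum of reads assigned to genes was 16449388 to 18566712 per library in the earlier table and 16031464 to 18291952 in the later table. At this depth 3 reads were at most 1.87e-05% of a library, and a gene with 3 reads or fewer in every library of a group was treated as lying at the floor. A floor of this kind covers counting error only, because reads without molecular identifiers are not independent molecules.

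Groups came from the titles of the samples, and all columns of both tables matched a sample. The columns taken as Con carry the prefix COL. They were read as control because the other prefixes name the other groups, so this match is inferred. The study's methods call genes with a count-based tool. The deposited values are not counts, so limma (version 3.58.1 in R 4.3.3) took its place as fixed before the data were examined: linear models with empirical Bayes moderation and an intensity trend were fitted to log2(FPKM + 1) of the 2 groups compared. Genes with a mean FPKM of at least 1 over the samples in the fit were tested. p-values were two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p under 0.05, alone or with an absolute log2 fold change of at least 1 as in the study. A fold change on the log2(FPKM + 1) scale understates the change of genes of low expression. SE is the moderated standard error of limma, and SD is the standard deviation over 3 samples.

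Gene lists were written before the data were examined. They hold 8 genes of long-term potentiation (LTP) that the study measured, and 164 other genes: enzymes of histone acetylation, proteins the study blotted, the methionine cycle, neurotransmitter receptor families, and markers of brain regions, cell types and sex. Single genes of a list were adjusted over the list and over all genes. A set was summarised per sample as the mean log2(FPKM + 1) of its genes. Its difference between groups was tested with limma's camera, which estimates the correlation between the genes of the set, and with a two-sided exact permutation test over samples. With 3 samples against 3 the exact test cannot give a p under 0.1. Besides the lists, the genes named in the text followed a rule. For each comparison they were the 5 with the largest rise and the 5 with the largest fall among genes past both thresholds whose replicates did not overlap between groups. If no gene passed, they were the 3 with the smallest p in each direction.

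The titles number the replicates of each group from 1 to 3. Samples with the same number are different animals, and the fit with the number as a block was an alternative. Whether the numbers pair the samples was checked by the correlation across genes of the deviations from the group means. The other alternatives were a pseudocount of 0.1, no filter and a filter at 5 FPKM, rescaling to TPM, quantile normalization, centring on the median ratio, moderation without the trend, all 3 groups in one fit, protein-coding genes alone, limma voom on the recovered reads, the later table for HMD against Con, and leaving out each sample in turn. A filter at a mean of 10 recovered reads, a marker score of the thalamus as covariate, median centring of the LTP set, and the alternatives of the gene lists and of the other gene sets were added after the data had been seen.

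The test was run on simulated libraries with the means and depths of the Con and HMD samples, in which 200 genes were changed by a known fold and some fell below the filter. All genes of a simulation had the same dispersion, while real genes differ in theirs, so the shares recovered may overstate the power in the real data. At the median dispersion of the real genes, 89.7% of 195 genes changed by 2-fold were recovered among 13009 tested, and 99.5% of 195 genes changed by 4-fold were recovered among 12983. At 3 times that dispersion, 35.7% of 196 genes changed by 2-fold were recovered among 12957, and 99.5% of 187 genes changed by 4-fold among 12965. Between 7.46% and 14.6% of the calls were of unchanged genes, above the intended share. With the filter at 10 reads that share was 3.11% to 11.8%. Among the unchanged genes, 4.57% to 4.87% had an unadjusted p under 0.05. The sequencing reads, chromatin data and cortex were not analysed here. Recovered reads, pairwise chi-square comparisons and figures were computed in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.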

Results

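Gene expression was measured by RNA sequencing in the hippocampus of 9 mice labelled male, in 3 groups of 3. Con mice ate a standard diet. HMD mice ate a diet with excess methionine, the amino acid from which homocysteine is formed, for 8 weeks. Bet+HMD mice received the same diet for 8 weeks and then 2 weeks of drinking water with 2.5% (w/v) betaine, a methyl donor for the return of homocysteine to methionine. Whether the methionine diet went on during these 2 weeks is not clear. The Con libraries held 16717943 to 18566712 reads assigned to genes, and the HMD libraries held 16449388 to 18516110 in the earlier table. The Bet+HMD libraries held 16602496 to 16857079 assigned reads in the later table. At least 1 read was assigned to 20896 to 23311 genes per library of Con and HMD in the earlier table, and to 25315 to 25663 genes per Bet+HMD library in the later table, where Con and HMD had 20816 to 23272. In every pair of replicates the reads per gene differed by more than sampling noise, with a chi-square per degree of freedom of 3.10 to 46.4, so no samples were merged. Repeat libraries would also exceed sampling noise, so this does not show that the samples are separate animals.

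Principal components of log2(FPKM + 1) over 13464 genes separated the Bet+HMD samples from the rest on the first component, which held 62.5% of the variance. The next component held 13.7%. Across genes, Pearson's r between Bet+HMD replicates was 0.984 to 0.985, and r between other samples was 0.942 to 0.982. Between a Bet+HMD sample and a sample of another group it was 0.891 to 0.918. Genes are not independent replicates, so these coefficients carry no p-value. The Bet+HMD samples were present in the later table alone, and no other group came with them as a new sample. A difference between batches and the effect of betaine therefore cannot be told apart, and no relation within a batch could be computed for this group.

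**Figure D1:**
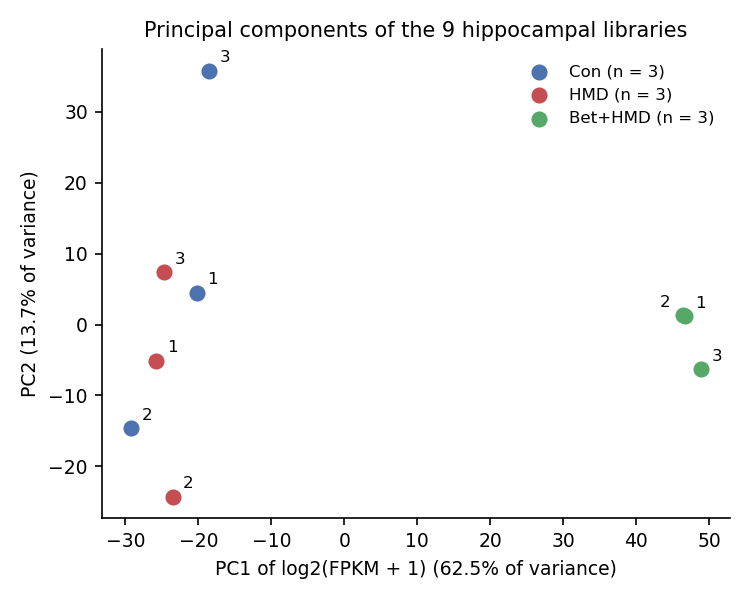
The first principal component of log2(FPKM + 1), on the horizontal axis with 62.5% of the variance, is plotted against the next one with 13.7%, and each point is 1 of 9 samples coloured by group. The 3 Bet+HMD points lie close together and apart from the 6 Con and HMD points on the horizontal axis.

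HMD was compared with Con to find the genes that respond to the diet in the hippocampus. Of 12989 genes tested, 0 had an adjusted p under 0.05, and the smallest adjusted p of limma was 0.124. At an unadjusted p under 0.05 there were 592 genes, or 4.56% of those tested. The replicates of both groups did not overlap at 1217 genes (9.37%), where chance gives 10%. The deviations of same-numbered samples had a mean correlation of 0.203 across genes, with -0.0555 for replicate 1, 0.346 for replicate 2 and 0.319 for replicate 3. With the replicate number as a block the count was again 0, with 1034 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.385. The alternative that moved the count most was a fit of all 3 groups with a shared spread, which called 9 genes. The study ran term analyses on hippocampal genes that it called differentially expressed by RNA sequencing, and its text does not give their number. Its count-based tool was not run here, while limma voom on the recovered reads called 0 genes. Why the calls differ from those of the study was not tested.

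No gene passed the thresholds, so the 3 genes with the smallest p in each direction are given. Cdkn1a (ENSMUSG00000023067, protein coding, GRCm38 chromosome 17, 29090976 to 29100727, + strand), which overlaps a gene on the opposite strand, rose from 3.00 ± 0.103 FPKM (SD, n = 3) in Con to 9.02 ± 1.91 in HMD. The log2 fold change was 1.31 (SE 0.147, limma adjusted p 0.186). Sgk1 (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903, + strand) went from 26.1 ± 2.77 to 49.15 ± 3.66 FPKM, a log2 fold change of 0.89 with a limma adjusted p of 0.218. Arrdc2 (ENSMUSG00000002910, chromosome 8, 70835129 to 70839720, - strand) went from 3.18 ± 0.683 to 7.41 ± 0.402 FPKM, a log2 fold change of 1.02 (SE 0.138) at the same adjusted p. The falls were all of short genes with few reads. Gm45533 (ENSMUSG00000110296, antisense, 165 bases, chromosome 4, 139075824 to 139076208, + strand) had 13 to 18 reads in the Con samples and at most 2 in the HMD samples, and was at least 5.18-fold lower in HMD (adjusted p 0.124). Gm44954 (ENSMUSG00000109205, a pseudogene, chromosome 7, 29764437 to 29764663, - strand) fell from 4.46 ± 0.752 to 1.33 ± 0.594 FPKM on 3 to 22 reads per sample. Gm23573 (ENSMUSG00000094906, a short small nuclear RNA gene inside Syne1) had 3 to 8 reads in Con and was listed at 0 in HMD.

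The study reported from RT-qPCR that most of the LTP genes it measured were lower in HMD. These genes were examined as a list fixed before the data were examined. Of the 8 genes, 5 had a lower and 3 a higher mean in HMD. None passed a threshold: 0 genes when adjusted over the list, 0 when adjusted over all genes and 0 at an unadjusted p under 0.05. The replicates did not overlap at 0 of the genes, where chance gives 0.8. Gria1 (ENSMUSG00000020524, chromosome 11, 57011387 to 57330244, + strand) changed most, with a log2 fold change of -0.24 (SE 0.119). Its mean was 156.5 ± 13.9 FPKM in Con and 132.5 ± 9.10 in HMD (SD, n = 3), on 13883 to 18031 reads per sample, and its limma adjusted p was 0.668 over the list and 0.980 over all genes. Gria3 (ENSMUSG00000001986, X chromosome, 41400854 to 41678601, + strand) had a log2 fold change of -0.01, with 23.6 ± 2.14 FPKM in Con. Grin2a (ENSMUSG00000059003, chromosome 16, 9567898 to 9995560, - strand) had 0.04, with 20.6 ± 3.81 FPKM in Con. Grin2b (ENSMUSG00000030209, chromosome 6, 135713233 to 136173511, - strand) had -0.11, with 30.4 ± 3.23 FPKM in Con and 28.4 ± 6.91 in HMD. The log2 fold changes of Slc24a2, Ptk2b, Src and Slc1a1 were 0.13, -0.07, 0.05 and -0.0049. The difference of means of Gria1 exceeded the SD of either group, that of Slc24a2 exceeded the SD of Con but not of HMD, and those of the other genes were within the SD of both groups. The mean of the set differed by -0.03 (two-sided exact permutation p 0.8; SD 0.0619 in Con and 0.141 in HMD), and camera gave a p of 0.732. The correlation of same-numbered samples was 0.203, and with the replicate number as a block 0 genes passed over the list and camera gave a p of 0.880. Leaving out samples moved the set most, from -0.11 to 0.02 over 6 fits.

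**Figure D2:**
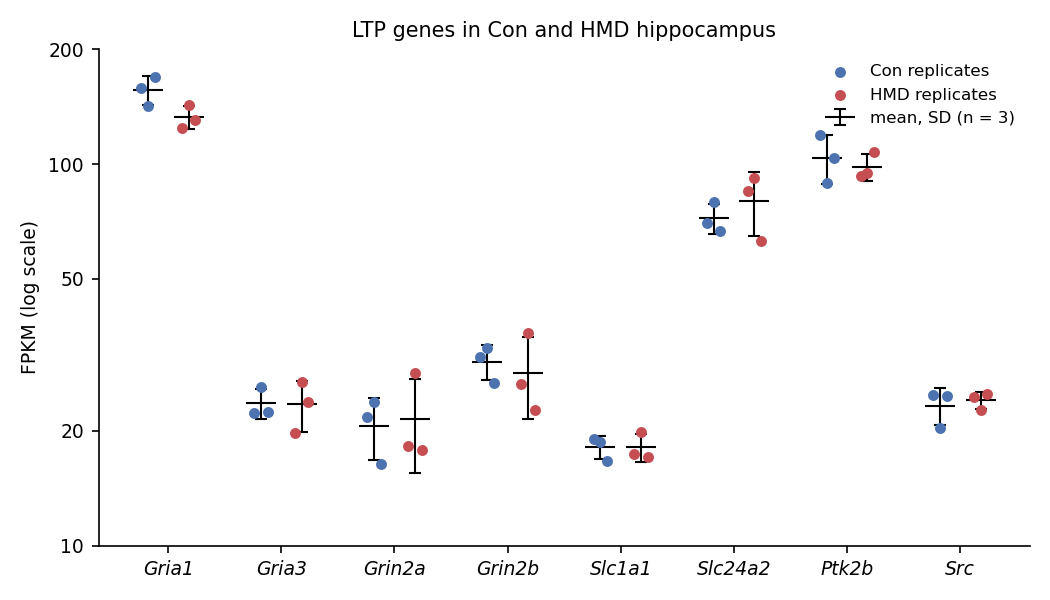
Expression of the 8 LTP genes in FPKM, on a log axis, is plotted with a point for each Con and HMD sample and with bars for the mean and SD (n = 3). The HMD and Con points overlap for all 8 genes.

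The remaining predefined genes numbered 164, of which 130 passed the filter in HMD against Con. Over the list 1 gene passed, over all genes 0 did, and 24 had an unadjusted p under 0.05. The replicates did not overlap at 28 genes, where chance gives 13. The gene was Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177, + strand), a marker of the striatum, at 0.792 ± 0.0877 FPKM in Con and 2.65 ± 0.623 in HMD (SD, n = 3). Its log2 fold change was 1.01 (SE 0.160), on 31 to 131 reads per sample, with a limma adjusted p of 0.0376 over the list and 0.339 over all genes. With the replicate number as a block, at a correlation of same-numbered samples of 0.203, 1 gene passed over the list and 32 had an unadjusted p under 0.05. Leaving out samples moved the count most, from 0 to 8 over 6 fits. Transcripts of the enzymes of histone acetylation were examined, which do not measure acetylation itself. From RT-qPCR, the study proposed that HDAC3 may account for the lower H3K27ac. The log2 fold changes of Crebbp, Ep300, Hdac1, Hdac2 and Hdac3 were 0.25, 0.01, -0.08, -0.14 and 0.06, and Hdac3 had a limma adjusted p of 0.980 over all genes. Gfap, a marker of astrocytes on chromosome 11 (102887336 to 102900912), had 74.0 ± 8.33 FPKM in Con and 80.4 ± 2.04 in HMD, a log2 fold change of 0.12 (SE 0.118) with an adjusted p of 0.691 over the list. Mat2a, of the methionine cycle, had 32.1 ± 1.07 and 38.6 ± 3.87 FPKM, a log2 fold change of 0.25 (SE 0.113, adjusted p 0.274 over the list).

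Besides the LTP set, 16 gene sets were tested in HMD against Con, and 0 passed after adjustment over the sets (smallest adjusted p 0.168), with 2 at an unadjusted p under 0.05. The set of striatum markers was higher by 0.39 (camera p 0.0105) and that of blood cells by 0.81 (camera p 0.0215). The thalamus markers were higher by 0.97 (camera p 0.0754) and those of the medial habenula by 0.64 (camera p 0.205). For each of these 4 sets, where chance gives 1.6 of 16, all HMD samples lay above all Con samples, and the two-sided exact permutation p was 0.1, the smallest this design can give. Immediate early genes were lower by a difference of -0.58 (camera p 0.0884). From hippocampal genes it called differentially expressed by RNA sequencing, the study named terms of neurotransmitter receptors, the GABA receptor complex and neuromuscular transmission. Of the receptor sets chosen here for such terms, the difference was 0.09 for GABA-A receptors (camera p 0.489) and 0.07 for nicotinic receptors (camera p 0.513). With the replicate number as a block (correlation of same-numbered samples 0.203) 0 sets passed, 1 had an unadjusted p under 0.05, and the smallest adjusted p was 0.494. The direction of the thalamus, striatum and blood sets was the same under each scaling, with 1.16 for the thalamus under TPM. No alternative changed the count of 0 sets.

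**Figure D3:**
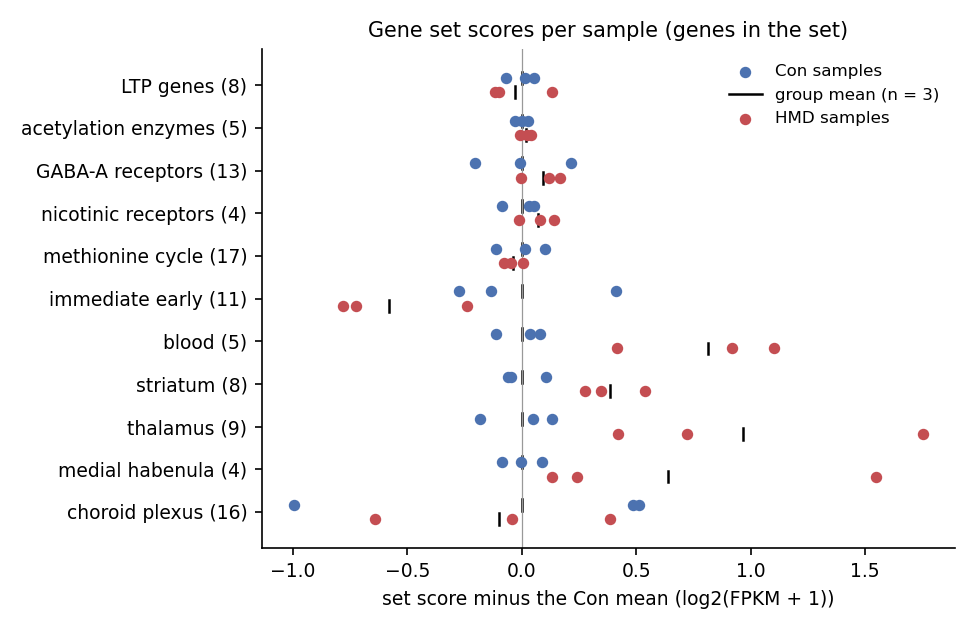
Scores of the LTP genes and of 10 other gene sets, as mean log2(FPKM + 1) minus the Con mean, are plotted with a point for each Con and HMD sample and a line for each group mean (n = 3). The thalamus, striatum, habenula and blood markers lie above Con in all HMD samples, and the LTP scores overlap.

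Bet+HMD was compared with HMD to ask which genes change when betaine is given after the diet. Of 13672 genes tested, 6607 had an adjusted p under 0.05 (3118 higher and 3489 lower in Bet+HMD), and 1221 of these had an absolute log2 fold change of at least 1 (840 higher and 381 lower). The replicates did not overlap at 8219 genes (60.1%), where chance gives 10%. The alternative that moved these counts most was a filter at 5 FPKM, which called 4166 genes and 569 with the fold threshold. The share of higher calls depended on the scaling. It was 47.2% with the deposited FPKM and 69.5% with TPM, which moved the median log2 fold change of all genes to 0.16, and under the fold threshold it was 68.8% and 81.9%. The FPKM sums were 249135 to 258514 in Bet+HMD and 289606 to 292361 in HMD. The kinds of RNA also differed. Long intergenic noncoding RNA (lincRNA) took 1.42% ± 0.026 of the reads in Bet+HMD, 0.508% ± 0.0453 in HMD and 0.515% ± 0.0174 in Con (SD, n = 3). The single gene Meg3 made up 64.8% of the rise over HMD, and without it the shares were 0.792%, 0.472% and 0.478%. Genes of ribosomal RNA took 0.00448%, 0.075% and 0.0632%, and ribosomal protein genes 0.474%, 0.939% and 1.07%, in the same order. The median log2 fold change was 0.44 for lincRNA, 0.75 for antisense genes, 1.14 for snoRNA, 1.61 for miRNA and -0.06 for protein-coding genes. Under every scaling tried, these noncoding medians lay above the protein-coding median, by 0.31 to 0.63 for lincRNA.

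**Figure D4:**
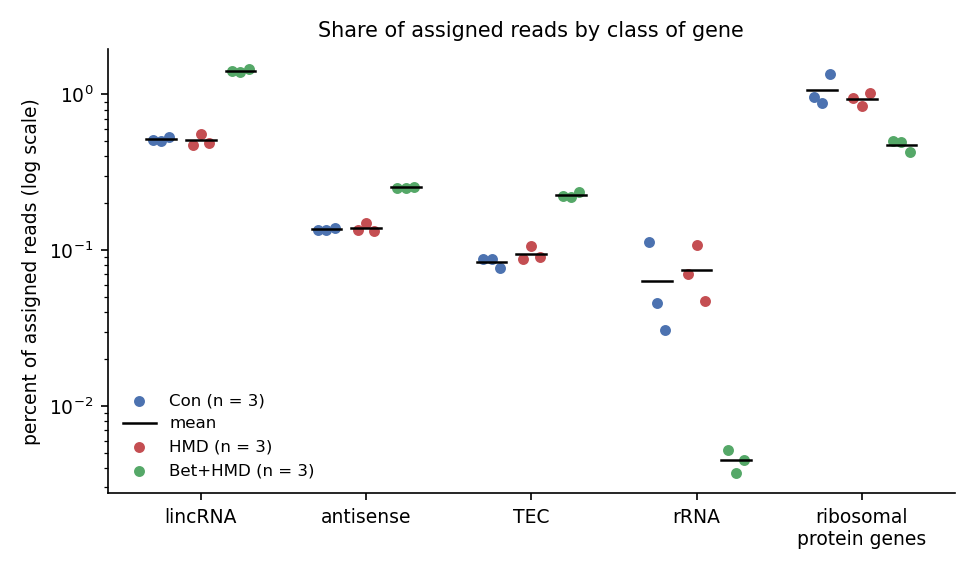
The share of assigned reads, in percent on a log axis, is plotted for classes of gene (TEC is an annotation class of transcripts that await experimental evidence) with a point for each of 9 samples and a line for each group mean. The lincRNA share lies near 1.42% in Bet+HMD and near 0.508% in HMD, and ribosomal RNA and ribosomal protein genes lie lower in Bet+HMD than in either other group.

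**Figure D5:**
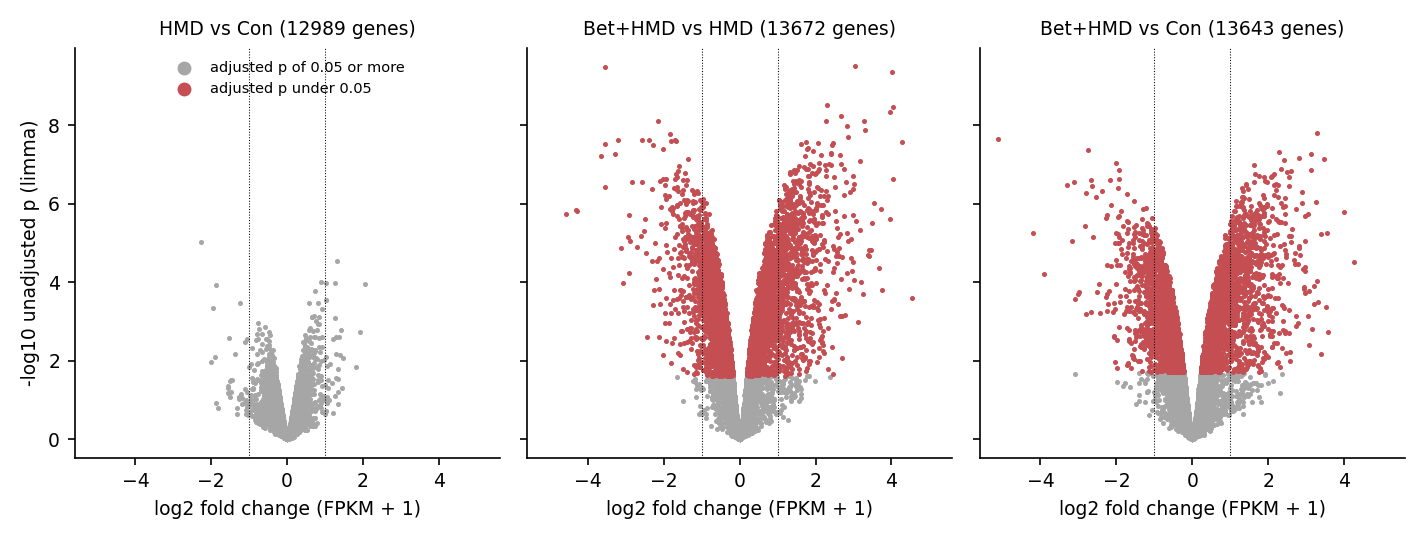
For each comparison the log2 fold change is on the horizontal axis and the -log10 of the unadjusted p on the vertical axis, with each point a gene, red at an adjusted p under 0.05, and dotted lines at the fold threshold. No gene passes in HMD against Con, while 6607 pass an adjusted p under 0.05 in Bet+HMD against HMD and 5422 in Bet+HMD against Con.

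The genes with the largest changes in Bet+HMD against HMD were short, from repeated families or overlapping. Gm23600, a snoRNA of 71 bases inside Rian, rose from 2.73 ± 4.03 FPKM in HMD to 57.4 ± 8.30 (limma adjusted p 0.00175). mt-Atp8 (ENSMUSG00000064356, mitochondrial genome, 7766 to 7969), which overlaps mt-Atp6, went from 1.87 ± 0.393 to 55.04 ± 12.7 FPKM, a log2 fold change of 4.27 (SE 0.171, adjusted p 1.57e-05) on 5 to 245 reads per sample. Against 3 reads, Gm44349 was at least 12.3-fold higher, Mir378b at least 7.64-fold and Mir7240 at least 4.92-fold. The falls included Rps27 (ENSMUSG00000090733, chromosome 3, 90212522 to 90213651, - strand), a gene of a family with many pseudogenes, from 122 ± 18.1 to 5.70 ± 3.33 FPKM with a log2 fold change of -4.30 (SE 0.303, adjusted p 9.54e-05). CT010467.1, a ribosomal RNA gene on chromosome 17 (39846353 to 39848827) that overlaps other genes, fell from 311 ± 134 to 14.0 ± 2.88 FPKM. H3f3c, a pseudogene, fell from 19.4 ± 4.13 to 0.604 ± 0.166, and Hba-a2 (chromosome 11, 32296489 to 32297298), which has the near-identical copy Hba-a1, from 29.2 ± 5.71 to 1.54 ± 0.257. Gm11702, a pseudogene of 69 bases inside Grb2, was at least 10.02-fold lower in Bet+HMD, where it was listed at 0. All these genes had an adjusted p under 0.05, and batch and betaine cannot be told apart for any of them.

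The LTP list in Bet+HMD against HMD had 4 lower and 4 higher genes, with 0 past the threshold over the list, 1 over all genes and 2 at an unadjusted p under 0.05. The replicates did not overlap at 3 of the 8, where chance gives 0.8. Gria3 was the gene past the threshold over all genes, at 24.0 ± 3.81 FPKM in HMD and 30.1 ± 1.05 in Bet+HMD (SD, n = 3). Its log2 fold change was 0.33 (SE 0.115), with a limma adjusted p of 0.0499 over all genes and 0.127 over the list. The set changed by 0.04 (two-sided exact permutation p 0.6; SD 0.147 in HMD and 0.0296 in Bet+HMD), with a camera p of 0.944, and quantile normalization moved it most, to 0.31. Of the other predefined genes, 129 were tested. Over the list 41 passed (13 higher and 28 lower), over all genes 47 passed, 59 had an unadjusted p under 0.05, and 60 did not overlap where chance gives 12.9. With TPM 40 passed, of which 19 were higher, and with quantile normalization 56 passed, of which 18 were higher. Gfap fell from 81.4 ± 2.55 FPKM to 51.6 ± 1.00, a log2 fold change of -0.65 (SE 0.0625) with a limma adjusted p of 0.000297. Mapt, the gene of tau, rose from 48.5 ± 2.30 to 62.6 ± 0.851 FPKM, a log2 fold change of 0.36 (adjusted p 0.00379). The size of both changes depended on the processing. Over 9 alternative fits the log2 fold change ran from -0.66 to -0.30 for Gfap and from 0.34 to 0.69 for Mapt. Of the 5 acetylation enzymes, Crebbp, Ep300 and Hdac3 had log2 fold changes of 0.54, 0.30 and 0.23. Their limma adjusted p was 0.00124, 0.0162 and 0.0418 over all genes, and Hdac3 had 0.0539 over the list. The mean of all 5 enzymes, with Hdac1 and Hdac2, differed by 0.23 (camera p 0.157). Of the 16 other gene sets, 0 passed after adjustment and 0 had an unadjusted camera p under 0.05 (smallest adjusted p 0.942). The samples of the groups did not overlap for 9 of the 16, where chance gives 1.6, each with a two-sided exact permutation p of 0.1. Among them blood markers differed by -1.17, thalamus markers by -0.71 and GABA-A receptors by -0.32, and these directions were the same under each scaling. Under TPM the two-sided exact permutation p of the thalamus set was 0.2. Of the other sets among the 9, nicotinic receptors and the proteins the study blotted changed sign under a scaling. The rest kept their sign, although the difference of the oligodendrocyte set was only -0.0015 under quantile normalization. Nicotinic receptors went from -0.07 to 0.13 under TPM. The set of proteins the study blotted went from -0.17 to 0.03 under TPM and to 0.15 under quantile normalization.

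Bet+HMD was compared with Con to ask how far the treated animals lay from the standard diet. Of 13643 genes tested, 5422 had an adjusted p under 0.05 (2645 higher and 2777 lower), and 1192 had the fold threshold as well (787 higher and 405 lower). The replicates did not overlap at 7519 genes (55.1%), where chance gives 10%. The share of higher calls was 48.8% with FPKM and 73.5% with TPM, which gave a median log2 fold change of 0.17. The deviations of same-numbered samples had a correlation of -0.105 across genes, and with the replicate number as a block 3924 genes passed, of which 1192 had the fold threshold. Meg3 (ENSMUSG00000021268, lincRNA, chromosome 12, 109541001 to 109571726, + strand), which overlaps 5 genes, rose from 20.97 ± 7.82 FPKM to 331 ± 8.56 (SD, n = 3). Its log2 fold change was 3.99 (SE 0.267, limma adjusted p 0.00024), on 3579 to 107322 reads per sample. The small RNA genes Gm24270 and Mir5125 had log2 fold changes of 4.26 and 3.51, mt-Atp8 had 3.57, and Mir1970 was at least 7.81-fold higher. Leaving out samples gave 3.79 to 4.64 for Gm24270, 2.90 to 4.15 for Mir5125 and 2.89 to 4.47 for mt-Atp8, over 6 fits each. Rps27 fell from 115 ± 29.1 to 5.70 ± 3.33 FPKM, Gm11702 was at least 13.8-fold lower, and CT010467.1, Gm4332 and Gm28438 had log2 fold changes of -3.91, -3.31 and -3.17. Of the LTP list 2 of 8 passed over the list, Gria1 with -0.33 and Gria3 with 0.31 (both with an adjusted p of 0.0449). Of the 124 other predefined genes tested, 44 passed over the list and 45 over all genes.

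The last question was whether betaine reverses the effect of the diet across genes. The log2 difference of HMD from Con was correlated with that of Bet+HMD from HMD, with separate HMD samples in each difference. Over 13464 genes the mean of Pearson's r was -0.0731 (SD 0.0522 over 6 ways to divide the HMD samples, from -0.126 to 0.00185). The differences of HMD and of Bet+HMD from Con, with separate Con samples, had a mean r of -0.0499 (from -0.20 to 0.0786), and neither mean was tested against 0. With the same HMD samples in both differences, where noise of the shared samples enters with opposite signs, the reversal coefficient was -0.24. The coefficients are across genes, which are not independent. No gene passed in HMD against Con, so that difference may be mostly noise, which draws r toward 0 with or without a reversal. The differences of Bet+HMD also hold any effect of batch. These values therefore cannot decide whether betaine reverses the effect of the diet.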

Values the study reported

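In western blots, the study reported more GFAP protein in the hippocampus of HMD mice (P = 0.0066) and no such rise in the cortex. It reported less acetylated histone H3 at lysine 27 (H3K27ac) by the same method in the hippocampus (P = 0.0257) and the cortex (P = 0.0105). By ChIP followed by quantitative PCR in the hippocampus, the study reported less H3K27ac at enhancers of Gria3 (P = 0.0005), Grin2a (P = 0.0194), Grin2b (P = 0.0035), Slc24a2 (P = 0.0009) and Ptk2b (P < 0.0001). By RT-qPCR, it reported that transcripts of most of the LTP genes it measured were lower. From RT-qPCR of acetylation enzymes, it proposed that HDAC3 may account for the lower H3K27ac. For genes called differentially expressed in the hippocampus by RNA sequencing, it reported terms of neurotransmitter receptors and the GABA receptor complex.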

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

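Tests that took the thalamus score as covariate, the filter at 10 reads, median centring of the LTP set, and the alternatives of the gene lists and of the other gene sets were chosen only after the results had been seen. The other alternatives, the main settings and the gene lists were chosen before the data were examined. Each of the alternatives chosen before then was run, and Gm23573 fell below the filter in one fit that left out a sample. In 171 of 195 alternative fits of the main results, a count was within 1.5 times the main count, or a set difference held its sign and its side of the threshold, or a correlation stayed within the SD of the main one. The split between higher and lower calls was not part of this sum and is given apart. Of the rest, 13 gave fewer calls, 6 gave more calls, 2 correlations moved and 3 differences of a set changed sign. Where a value below differs from the main one, the cause was not tested.

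The count of 0 genes in HMD against Con, with 592 at an unadjusted p under 0.05, became 9 genes with all 3 groups in the fit (1001 at an unadjusted p under 0.05), of which 5 had the fold threshold. The smallest adjusted p ran from 0.0219 to 0.757 over the alternatives. The Bet+HMD samples, with a median SD per gene of 0.0797 against 0.178 in Con and 0.152 in HMD, entered that shared spread. The 5 genes were Cdkn1a, Gm45533, Plin4, H3f3c and Arrdc2, named after their values were seen, as were the remaining ones Sgk1, Spsb1, Fkbp5 and Etnppl. Over the 6 fits that each left out a sample, the count ran from 0 to 2 with and without the fold threshold. The pair called was H3f3c and Mir3060, a pseudogene and a short RNA, named after their values were seen, in the fit without Con replicate 2. With the thalamus score as covariate, 0 genes passed and 325 had an unadjusted p under 0.05. The simulated libraries gave calls at this sample size, but 2-fold changes of genes with 3 times the median dispersion were mostly missed (35.7% of 196 recovered). At that dispersion 4-fold changes were mostly found (99.5% of 187 recovered). Since all simulated genes shared a dispersion and real genes do not, these shares may be too high. They do not exclude changes of this size in the real data.

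In Bet+HMD against HMD, the 6607 genes became 4166 with a filter at 5 FPKM (32.8% higher), of which 4052 were shared with the main calls. The 1221 genes with the fold threshold became 569 with that filter (47.3% higher) and 619 among protein-coding genes (53.6% higher). It was larger with a pseudocount of 0.1 (1756), TPM (1808) and voom (1822). The main share of higher calls was 47.2%, and 68.8% with the fold threshold. It was 57.9% without a filter and 69.5% with TPM, and with the fold threshold 60.6% after quantile normalization and 81.9% with TPM. TPM moved the median of all genes to 0.16, and 5087 of its 6470 calls were shared with the main ones. Leaving out samples gave 4782 to 6990 genes, and 1091 to 1327 with the fold threshold, over 6 fits each. With the replicate number as a block 5615 genes passed and 1245 had the fold threshold, while same-numbered samples, which are different animals, had deviations with a correlation of -0.0786 across genes. Under the same block 40 other predefined genes passed, and the LTP set had a camera p of 0.882. In Bet+HMD against Con, the filter at 5 FPKM gave 3260 genes (33.1% higher) in place of 5422 (48.8% higher), and 571 with the fold threshold in place of 1192. Protein-coding genes alone gave 608 with the fold threshold, while a pseudocount of 0.1, TPM and voom gave 1689, 1730 and 1741. TPM gave 73.5% higher calls, no filter 61.1%, and TPM with the fold threshold 81.3% in place of 66.0%. Leaving out samples gave 3302 to 6269 genes, and 1030 to 1292 with the fold threshold, over 6 fits each, and the fits without a Bet+HMD sample gave the fewest.

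The difference of the LTP set in HMD against Con ran from -0.11 to 0.02 over the 6 fits that each left out a sample, and changed sign to 0.0081 without HMD replicate 1 and to 0.017 without HMD replicate 3. For Bet+HMD against HMD it ran from -0.00083 to 0.13, with the negative value in the fit without HMD replicate 3. The number of other predefined genes past the threshold over the list ran from 0 to 8 in HMD against Con and from 27 to 52 in Bet+HMD against HMD, over 6 fits each. With quantile normalization it was 56 in Bet+HMD against HMD. The counts of LTP genes and of gene sets past the threshold in HMD against Con were 0 in each alternative run, with 0 or 1 gene and 0 to 2 sets at an unadjusted p under 0.05. The correlation of reversal moved from -0.0731 to -0.24 with the same HMD samples in both differences. It moved to -0.72 over 126 genes with an unadjusted p under 0.01 in HMD against Con, a choice that selects noise of the shared samples and shows no stability.

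Single genes were followed in 56 combinations of a gene and a comparison, so that some genes count more than once. Of 503 alternative fits, 459 kept direction and side of the threshold, and 25 changed sign, in 14 of the combinations. In Bet+HMD against HMD, 13 fits lost an adjusted p under 0.05 over all genes (Gria3 and Hdac3) and 6 gained one (Grin2a, Grin2b, Slc24a2, Src and Mat2a). Quantile normalization in HMD against Con gave 0.0052 for Slc1a1 and 0.0071 for Mapt. The values in Bet+HMD against HMD were 0.30 for Gria1, 0.32 for Slc24a2, 0.27 for Ptk2b and 0.014 for Src, which were negative with the deposited values. Of these, Gria1 and Ptk2b had an adjusted p under 0.05 in the opposite direction. The remaining sign changes came from leaving out a sample, with 6 fits per gene. In HMD against Con the log2 fold change ran from -0.11 to 0.10 for Gria3, from -0.17 to 0.15 for Grin2a, from -0.29 to 0.031 for Grin2b, from -0.0705 to 0.0348 for Slc1a1 and from -0.18 to 0.032 for Ptk2b. It ran from -0.042 to 0.10 for Src, from -0.0673 to 0.0688 for Ep300, from -0.11 to 0.048 for Mapt and from -0.0125 to 0.0472 for App. The range in Bet+HMD against HMD was from -0.23 to 0.0499 for Slc24a2 and from -0.0048 to 0.14 for Mat2a. For short genes with few reads, such as Gm45533 with 13 to 18 reads in Con, the depth limits the size of a fold change.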

Other observations

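The tests of batch, gene length, library size, RNA selection, repeated deposition, repeat libraries and neighbouring brain tissue were chosen only after the results they address had been seen. The idea of a glucocorticoid response also came from the data, from the genes with the smallest p in HMD against Con, and its test used other genes whose values had not been seen. The remaining tests were set before their own values were seen. The sex of the samples followed the labels. Xist was at 0 to 0.0449 FPKM in the 9 samples, while Ddx3y was at 12.7 to 21.2 FPKM, Eif2s3y at 5.53 to 17.5, Kdm5d at 1.12 to 2.94 and Uty at 1.76 to 3.04. The study describes female mice, and the reason for the difference was not tested. Eif2s3y was at 16.2 to 17.5 FPKM in Bet+HMD and at 5.53 to 7.42 in the other groups. Kdm5d was at 2.64 to 2.94 FPKM in Bet+HMD against 1.12 to 1.60. Ddx3y was lower in Bet+HMD, at 12.7 to 13.8 FPKM against 15.1 to 21.2, and Uty overlapped. Batch and betaine cannot be told apart for these genes either.

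The Bet+HMD samples differed from HMD at 6607 genes. Of the genes called against HMD, 70.4% were also called in the same direction against Con, as a change common to the whole group of libraries would give. Batch and treatment cannot be told apart by this value, since betaine could also move genes away from both other groups. At 44.8% of 13464 genes all Bet+HMD samples lay outside the range of the other 6 samples, where chance gives 2.38%. A difference in RNA selection during library preparation may contribute, because the lincRNA share was 2.79 times that of HMD and ribosomal RNA was lower. The single gene Meg3 made up 64.8% of the rise in lincRNA, and without it the ratio was 1.68, with all Bet+HMD samples above the other samples. Each Bet+HMD library also had reads at more genes, 25315 to 25663 against 20816 to 23272. Gene length had a Spearman rho of 0.122 with the log2 change over all genes. Over protein-coding genes it was 0.297, against 0.222 in HMD against Con and 0.398 in Bet+HMD against Con, so a length bias was present. After trends with length and GC content were taken out, 6692 genes passed, of which 5602 were shared with the main calls. Gene length therefore does not explain most of the calls against HMD. The calls against Con were not corrected in this way. GC content (rho -0.00836), library size (a difference of -0.34%) and the share of the 100 most abundant genes (-0.66 percentage points) were close to equal. Processed pseudogenes had a median log2 change that differed by -0.029 from that of protein-coding genes, or -0.16 after quantile normalization. Against Con it differed by -0.18, or -0.27 after quantile normalization. Of the processed pseudogenes 53.9% were called against HMD, and of the protein-coding genes 47.2%. Protein-coding genes made up 5637 of the 6607 calls and processed pseudogenes 236, and a contribution of reads shared with copies was not ruled out. Of the explanations tested for the whole pattern, batch and RNA selection remain, and the pattern cannot be told apart from them. A partial contribution of gene length or shared reads cannot be told apart either. The Bet+HMD mice were also studied after 2 more weeks, and age was not tested.

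The Bet+HMD replicates lay closer to one another than those of the other groups. Their median SD per gene was 0.0797 on the log2 scale, against 0.178 in Con and 0.152 in HMD. The smallest chi-square per degree of freedom of a Bet+HMD pair was 3.10, above the value near 1 that a library deposited more than once would give, and the other groups had 12.8 to 46.4. Repeat libraries of one animal or of pooled tissue are a candidate explanation. Markers of the choroid plexus, whose amount depends on dissection, were at the 58.5 percentile of spread in Bet+HMD, but at 98.2 in Con and 95.3 in HMD. Immediate early genes were at 63.9, against 88.9 and 87.6. Blood markers went the other way, at 94.4 against 87.7 and 82.8. If this hypothesis held, the tests would count repeats as animals. No biological explanation was tested.

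Cdkn1a, Sgk1 and Arrdc2, with the smallest p among genes higher in HMD, are known targets of glucocorticoids. A separate list of 19 other targets was written before its values were seen. In HMD 18 of the 19 had a higher mean, the mean score was higher by 0.26 with all 3 HMD samples above all Con samples, and camera gave a p of 0.00317. The exact two-sided permutation p was 0.1, the smallest this design can give. Of the 19 genes, 8 had an unadjusted p under 0.05 and 0 passed after adjustment. With the thalamus score as covariate the camera p was 0.0298, with 17 genes higher and 1 at an unadjusted p under 0.05, and after trends with length and GC content were taken out it was 0.00482. Under TPM, quantile normalization and median centring the difference was 0.32, 0.27 and 0.26. Leaving out samples gave 0.24 to 0.28, with camera p from 0.00605 to 0.0172 over 6 fits. With the replicate number as a block, at a correlation of same-numbered samples of 0.203, the camera p was 0.0430. In Bet+HMD against HMD 18 genes of the list passed the filter and changed by -0.53 (camera p 0.0319), which cannot be told apart from batch. In Bet+HMD against Con 16 genes passed the filter and differed by -0.31 (camera p 0.221), with all Bet+HMD samples below all Con samples. The mean score of these 16 genes lay below the Con level and not at it, which batch could also give. A stress hormone response may differ between HMD and Con, as a hypothesis found and tested on the same animals. Handling, time of day and cell composition other than the thalamus were not tested.

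Thalamus and medial habenula markers were higher in HMD. All 18 listed markers were highest in HMD replicate 1, where chance gives 16.7% for each marker, although markers of one tissue are not independent. The set scores that prompted this count were already highest in that sample, at 3.63 for the thalamus and 2.96 for the habenula. The count therefore restates that rise and is no separate test. Reads from neighbouring brain tissue in that sample would give such a rise. Without HMD replicate 1 the difference was 0.57 for the thalamus set and 0.14 for the habenula set. A wider effect of dissection on the HMD samples or an effect of the diet on these genes was not ruled out.

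Other splits of the samples were fitted for each count, and the real split is included in the numbers below. Of the 10 splits of 6 samples into 3 and 3, 4 part all same-numbered pairs, so a share under 0.05 cannot be reached. In HMD against Con 4 of the 4 gave as many genes with an adjusted p under 0.05 as the real split (0 genes), and 4 of 4 with the fold threshold, which any split must do against a count of 0, so these 2 results show nothing. At an unadjusted p under 0.05, 1 of 4 gave as many as the 592 genes of the real split, and the others gave 276 to 380. The 6 splits that do not part the pairs gave 234 to 2281, so that 3 of all 10 gave as many. For Bet+HMD against HMD 1 of 4 splits, the real one, gave as many as 6607 genes, and 1 of 4 as many as 1221 with the fold threshold. For Bet+HMD against Con it was again 1 of 4, the real one, for 5422 genes and for 1192. The splits other than the real one gave 0 or 1 genes, so that 1 of all 10 gave as many in each case. In these comparisons the real split is also the one that parts the later samples from the earlier ones, so batch and group cannot be told apart.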
